A study of Mus musculus with 12 samples. Its data were reported in "Redistribution of PU.1 partner transcription factor RUNX1 binding secures cell survival during leukemogenesis" (2024).

How the data were processed

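Chromatin accessibility was measured by ATAC-seq (OmniATAC protocol) in sorted mouse bone marrow cells. LSK are Lin- Sca-1+ c-Kit+ stem and progenitor cells, and GMP are granulocyte-monocyte progenitors. The mice were wild type (WT) or lacked the upstream regulatory element of Spi1, the gene that encodes the transcription factor PU.1 (called URE here). GEO's labels gave 4 groups of 3 libraries each: WT-LSK, URE-LSK, WT-GMP and URE-GMP. Groups and replicate numbers were taken from these labels.

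The authors deposited raw counts, a whole number per open chromatin region and library, without normalization. Per the study's methods, bowtie2 had placed the reads on the mouse genome GRCm38, reads that were duplicates or lay outside the primary chromosomes had been dropped, and peaks had been called in each group with Genrich and merged into 1 set of regions. Whether fragments or read ends were counted is not stated, so a count may stand for either, and ratios between libraries do not depend on it. The deposited table held 121336 regions and 12 libraries. Region starts were assumed to be counted from 0 in the table and are given here counted from 1. Every library column was used.

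Regions were annotated with GENCODE M21 and the GRCm38 sequence. A promoter region lay within 500 bp of a transcription start site. The window of the deleted element was set to 12 to 17 kb upstream of the annotated Spi1 start codon, which lies on chromosome 2 from 91096949 to 91096951. Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. The edgeR filter filterByExpr removed no region. Library sizes were scaled by TMM, and a quasi-likelihood negative binomial model with 1 coefficient per group was fitted to all 12 libraries. The biological coefficient of variation was 0.185. Each contrast was tested two-sided with Benjamini-Hochberg (BH) adjustment over all 121336 regions. A region was called when its adjusted p was under 0.05 and its absolute log2 fold change was over 1, the thresholds of the study's methods. The contrasts were URE against WT in LSK and in GMP, GMP against LSK in WT and in URE, and the interaction of genotype and cell type, defined as the genotype effect in GMP minus that in LSK. Values of single regions are CPM, the counts scaled to a common library total after TMM, as mean ± SD of 3 libraries. Intervals and limits from counts cover counting error only. A count of 3 was used as the floor. Where all 3 URE libraries were at or under it, the fold change is given as a lower bound computed against that floor.

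Sets of regions were tested with camera at its preset correlation of 0.01, two-sided. Signature sets were the regions within 5 kb of a transcription start site of a gene in each of the 4 gene signatures that the study had defined on single-cell RNA-seq, set against the other regions within 5 kb of any start site. BH adjustment covered 8 tests (4 signatures, 2 cell types). Motif sets were the regions whose sequence held, on either strand, the PU.1 motif GAGGAAGT, the motif CCGGAAGT of other ETS factors, the RUNX motif AACCACA, the CEBP motif TTGCNNAA or the CTCF motif CCASYAGRKGGC, with adjustment over 10 tests. The value given for a set is its mean log2 fold change minus that of its background. The same sets were tested for the interaction, with adjustment over 9 tests.

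The comparisons, tests, thresholds and most alternatives were fixed before the data were examined. Single regions were named by a rule fixed at the same time: every region in the window of the deleted element; in each genotype contrast the 2 called regions with the smallest p in each direction among those whose 3 URE libraries lay on one side of all 3 WT libraries; and, for 10 genes discussed by the study, the region with the most counts within 5 kb of a start site of the gene. The region at the Spi1 promoter was added after the data were examined. For the list of 10 genes, the number past the threshold is given over all regions and adjusted over the list alone.

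Same-numbered libraries of the groups were checked for pairing by correlating their deviations from the group means across regions. For GMP and LSK of WT mice the correlations were 0.181, 0.191 and 0.207 for replicates 1, 2 and 3, which met the criterion set for pairing, a correlation over 0.1 in every pair. The labels do not say whether these libraries came from the same mouse. The fit with the replicate number as a block was run as an alternative.

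The alternatives tried were DESeq2 1.42.0, other scalings (RLE size factors, library size only, TMM on promoter regions, loess offsets against abundance with a span of 0.3, GC content offsets), no filter, a mean CPM of at least 2, autosomes only, no fold change threshold, glmTreat at a log2 fold change of 1, an adjusted p under 0.01, a fit of only the 2 groups compared, the replicate block with and without GC content offsets, and leaving out each library in turn. For sets they were fry, camera with estimated correlation, windows of 1 kb and 50 kb, a background of all regions, only regions over 5 kb from a start site, and longer PU.1 and RUNX motifs. Unlike camera, fry tests whether a set changes at all, not whether it differs from its background. Added after seeing the data were libraries thinned to the smallest total, a covariate for Y chromosome signal, the same covariate per cell type (for the interaction), and a block per mouse. Libraries were compared by Pearson correlation of log2 CPM (prior count 2) and by principal components of the 5000 most variable regions. Group summaries were compared by exact two-sided permutation tests, which cannot go below p = 0.1 with 3 libraries against 3.

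The procedure was tested on simulated data with 121336 regions, of which 200 were changed in 1 contrast. It called 163 of the 200 (81.5%) in the right direction and 11 unchanged regions. The mean difference between fitted and true log2 fold change was -0.0186. A contrast without change gave 0 calls. A set shifted by -0.5 was recovered at -0.496, and 0 of 7 unshifted set tests passed the threshold. Simulated regions were drawn independently of each other, and far fewer were changed than were called in the data. The simulation therefore could not test set calls under correlation between regions, or the scaling when many regions change. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Expression and binding data of the study were not used here.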

Results

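ATAC-seq counts were available for 12 libraries from mouse bone marrow, 3 per group, in 121336 open chromatin regions. The groups were LSK and GMP cells from WT mice and from URE mice, in which the upstream enhancer of Spi1 is deleted. Total counts per library ranged from 23072701 to 62204826. They were 35755907, 23072701 and 46320787 in WT-LSK replicates 1, 2 and 3, 44084324, 36573582 and 46146646 in URE-LSK, 24225870, 45780754 and 42282272 in WT-GMP, and 49042743, 62204826 and 43981936 in URE-GMP. At these totals, 3 counts corresponded to between 0.0631 CPM (mean of URE-GMP) and 0.0871 CPM (mean of WT-LSK). Mean totals were higher in URE in both cell types (exact two-sided permutation p = 0.5 in LSK, p = 0.2 in GMP), and with 3 libraries against 3 such a test cannot go below p = 0.1, so a difference was neither shown nor excluded.

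Replicate libraries resembled each other more than libraries of other groups. The Pearson correlation of log2 CPM across regions, which are not independent replicates, was 0.940 to 0.980 within groups and 0.470 to 0.827 between groups. The first principal component held 55.2% of the variance and the second 38.7%, and the 4 groups did not overlap on them. In the weaker-signal portion of the regions (those at or under the median abundance), the share of counts was 10.5% ± 0.468 (SD, n = 3) in WT-LSK and 7.91% ± 0.320 in URE-LSK, and 11.7% ± 0.806 in WT-GMP and 10.1% ± 0.445 in URE-GMP. Promoter regions held 50.6% ± 0.883 of the counts in WT-LSK, 54.6% ± 0.833 in URE-LSK, 51.7% ± 1.18 in WT-GMP and 54.1% ± 0.203 in URE-GMP. For both shares all 3 URE libraries lay on one side of all 3 WT libraries in either cell type (exact two-sided permutation p = 0.1, the smallest that 3 against 3 can give).

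**Figure D1:**
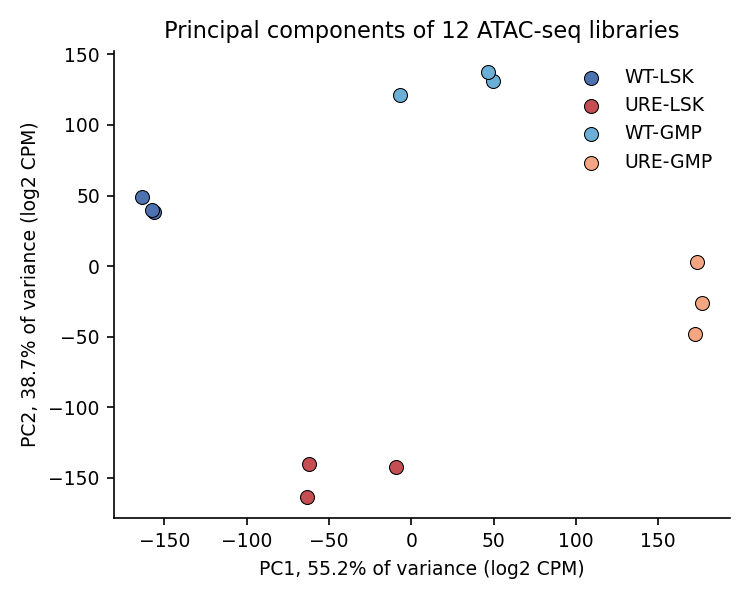
Scores of the 12 libraries on the first principal components of log2 CPM in the 5000 most variable regions, 1 point per library, coloured by group. The first component held 55.2% and the second 38.7% of the variance, and the groups did not overlap.

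The first question was how accessibility changes in early stem and progenitor cells when the enhancer is lost. In LSK, 45536 regions (37.5% of the 121336) were called between URE and WT by edgeR's quasi-likelihood test with BH adjustment, of which 16501 were higher and 29035 were lower in URE. The median log2 fold change over all regions was 0.14. The filter on low counts moved this number most: with a mean CPM of at least 2 there were 21489 calls, 7527 higher and 13962 lower. The direction of the excess depended on the scaling. Lower regions made up 63.8% of the calls with TMM, but with loess offsets, which centre the changes at each abundance, 25764 regions were higher and 23167 were lower (47.3% lower). DESeq2 called 46392 regions, of which 61.5% were lower.

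In GMP the same comparison called 48159 regions (39.7%), 18974 higher and 29185 lower in URE, and the median log2 fold change was 0.06. Lower regions made up 60.6% of these calls. With loess offsets 26531 regions were higher and 22058 were lower (45.4% lower), and DESeq2 called 48227 regions with 58.5% lower. Against these medians, the scalings with the largest shifts were GC content offsets in LSK, with a median of -0.04, and TMM on promoter regions in GMP, with a median of -0.10. Promoter regions were called less often than other regions: 11.5% of 19118 promoter regions against 42.4% of 102218 other regions in LSK, and 13.05% against 44.7% in GMP.

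Most calls were shared between the cell types. Of the regions, 33001 were called in the same direction in LSK and GMP, 10253 higher and 22748 lower in URE, where 9564 were expected if the calls were independent. These were 72.5% of the LSK calls and 68.5% of the GMP calls. In opposite directions, 194 regions were called. The genotype contrasts share no library, and the Pearson correlation of their log2 fold changes across all regions, which are not independent replicates, was 0.818. LSK and GMP libraries of the same number may come from the same mice, which the labels do not say. Differences between mice could then raise the overlap and this correlation. With a mean CPM of at least 2, the shared calls numbered 14651.

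Whether the enhancer deletion acts differently in the 2 cell types was tested directly. The interaction of genotype and cell type was called in 16975 regions (13.99%), with 10873 positive and 6102 negative, by edgeR's quasi-likelihood test with BH adjustment. The negative ones numbered 3979 without WT-GMP replicate 3 and 4046 without WT-LSK replicate 2. With glmTreat, which tests against the fold threshold itself, the number fell to 3703, and with an adjusted p under 0.01 it was 8524. Of the 22748 regions lower in both cell types, 4561 (20.1%) had an interaction call, and of the 10253 higher in both, 875 (8.53%). Of the 6200 regions called lower in LSK but not called in GMP, 3418 (55.1%) had one, so for the others a difference between the cell types was not shown. The share was smaller for regions called only higher in LSK, at 29.1% of 6141. It was 25.8% of the 8634 called only higher in GMP and 35.6% of the 6330 called only lower in GMP. Among the 60836 regions called in neither, 1657 (2.72%) had an interaction call.

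The normal step from LSK to GMP was compared with the same step in URE mice. In WT, 45878 regions were called between GMP and LSK, 25450 higher and 20428 lower in GMP. In URE, 59636 regions were called, 33479 higher and 26157 lower in GMP. The WT number was 28352 with glmTreat. Of the 25450 regions that were higher in WT GMP than in WT LSK, 31.2% were called lower and 20.2% higher in URE-LSK than in WT-LSK. In GMP 29.7% of these regions were called lower and 33.5% higher in URE. Both the step and the genotype contrasts use the same WT libraries, so these shares do not come from independent data.

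**Figure D2:**
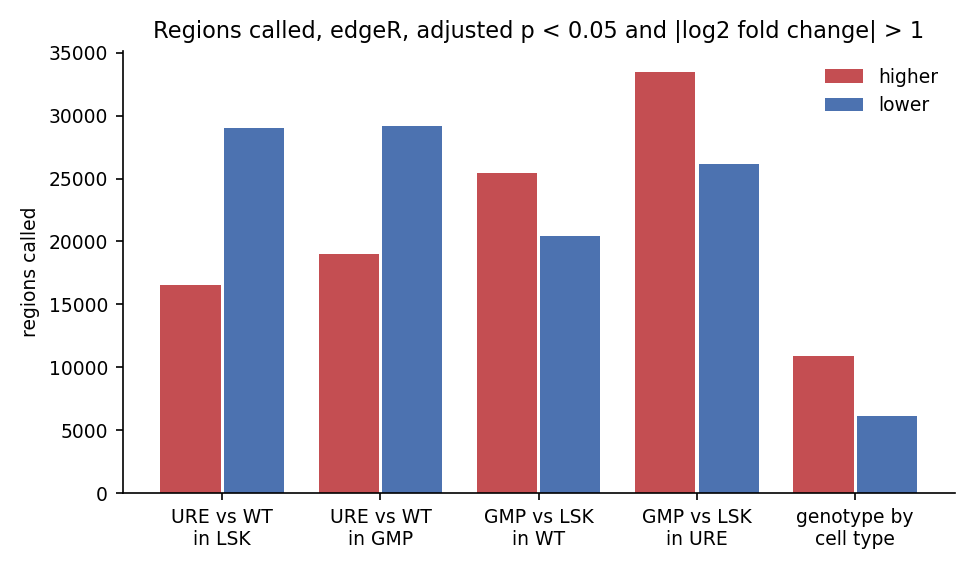
Number of regions called higher (red) or lower (blue) in each of the 5 contrasts, with edgeR's quasi-likelihood test, an adjusted p under 0.05 and an absolute log2 fold change over 1. Lower regions outnumbered higher ones in both genotype contrasts, 29035 against 16501 in LSK and 29185 against 18974 in GMP, an order that turned with loess offsets.

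The deleted element itself served as a check of the genotype labels. Its window on chromosome 2 held 5 regions, and all 5 were called in LSK (4 lower, 1 higher) and 4 in GMP (all lower). The region from 91082790 to 91083700, in an intron, had 39.4 ± 3.23 CPM (SD, n = 3) in WT-LSK and 0.0618 ± 0.0733 CPM in URE-LSK, where no library had more than 6 counts. Its log2 fold change was -9.20 (SE 0.31, adjusted p = 2.57e-10, edgeR's quasi-likelihood test with BH). With so few counts it depended on single libraries, at -10.50 without URE-LSK replicate 1 and -8.72 without URE-LSK replicate 2. In GMP it fell from 43.8 ± 2.31 CPM to at most 2 counts per URE library, at least 694-fold lower. The intergenic region from 91080885 to 91081457 had 4.29 ± 0.379 CPM in WT-LSK and 12.9 ± 3.53 CPM in WT-GMP, and was at least 58.7-fold lower in URE-LSK and at least 204.1-fold lower in URE-GMP. In the intronic region from 91082170 to 91082472 the values were 5.51 ± 0.0967 CPM in WT-LSK and 7.89 ± 2.003 CPM in WT-GMP. They were at least 75.4-fold lower in URE-LSK, and all 3 URE-GMP libraries had 0 counts, where 3 counts would be 0.0631 CPM.

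The other regions of the window kept signal in URE mice. From 91084522 to 91084842, log2 fold changes were -2.28 in LSK (SE 0.26, adjusted p = 2.10e-06) and -2.14 in GMP (SE 0.24, adjusted p = 2.18e-06, edgeR's quasi-likelihood test with BH). From 91084159 to 91084378, signal was low, at 1.48 ± 0.198 CPM in WT-LSK and 3.45 ± 0.378 CPM in URE-LSK, and the region was called higher in URE-LSK (log2 fold change 1.20, SE 0.31, adjusted p = 0.00374, edgeR's quasi-likelihood test with BH). With GC content offsets this region was no longer among the calls in LSK, where the number of calls in the window was 4. In GMP its difference of 0.14 (SE 0.30) was smaller than its error, and it turned negative with GC content offsets (-0.11) and in 3 of the 12 fits that left out 1 library, while without WT-GMP replicate 1 it was 0.65 (adjusted p = 0.0179, edgeR).

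At the Spi1 promoter, a region chosen after its values were seen, from 91096454 to 91097341 on chromosome 2, had 35.2 ± 1.27 CPM in WT-LSK and 5.64 ± 2.81 CPM in URE-LSK, and 35.7 ± 1.70 CPM in WT-GMP and 24.9 ± 3.98 CPM in URE-GMP. The log2 fold change was -2.65 in LSK (SE 0.25, adjusted p = 2.20e-07) and -0.52 in GMP (SE 0.22, adjusted p = 0.0555), and the interaction was 2.13 (SE 0.33, adjusted p = 5.10e-04, edgeR's quasi-likelihood test with BH). The value in GMP was past the threshold under 8 of the 12 alternatives, for example at -0.64 with library size only (adjusted p = 0.0248). Those adjusted p ranged from 0.00127 to 0.0929 over these alternatives. It also passed without URE-LSK replicate 1 or 2 or without URE-GMP replicate 2 (-0.65, adjusted p = 0.0354, edgeR).

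**Figure D3:**
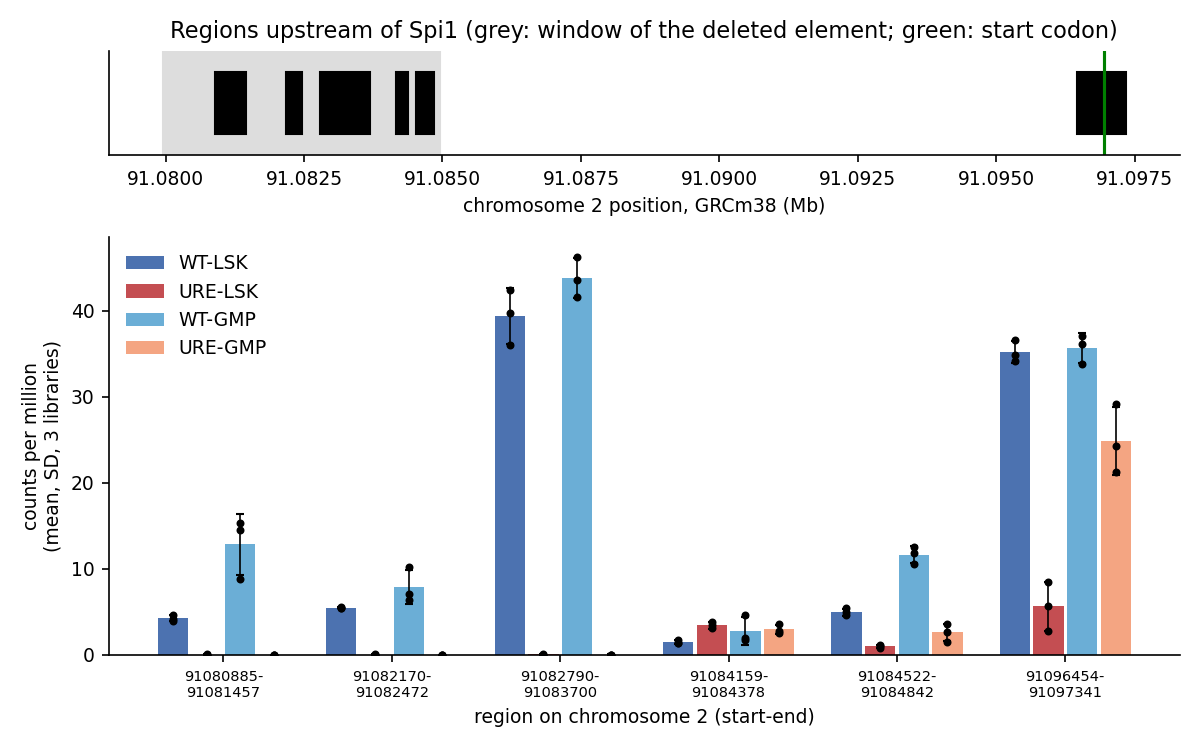
Regions (black) upstream of Spi1 on chromosome 2 of GRCm38, with the window of the deleted element in grey and the start codon in green (top), and the CPM of each region as mean (bar), SD (error bar) and 3 libraries (points) per group (bottom). The 3 regions from 91080885 to 91083700 had almost no counts in URE libraries, and the promoter region was lower in URE-LSK (5.64 CPM) than in URE-GMP (24.9 CPM).

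By the naming rule, 5 further regions were singled out, each with all 3 URE libraries on one side of all 3 WT libraries. On chromosome 6, the intergenic region from 49282041 to 49282546, nearest to Gm18011, rose from 2.37 ± 0.440 to 31.7 ± 1.53 CPM in LSK and from 2.55 ± 0.0318 to 35.2 ± 4.04 CPM in GMP. Its log2 fold changes were 3.74 (SE 0.15, adjusted p = 6.92e-10) and 3.78 (SE 0.14, adjusted p = 8.56e-10, edgeR's quasi-likelihood test with BH), and it holds the PU.1 motif. On chromosome 15, a region from 88815110 to 88815816, in a coding exon near Alg12, rose from 2.16 ± 0.105 to 37.3 ± 3.54 CPM in LSK (log2 fold change 4.10) and from 6.90 ± 1.48 to 24.1 ± 2.85 CPM in GMP (1.82). An intergenic region on chromosome 6 from 93327749 to 93328457, nearest to Gm25094, rose from 0.208 ± 0.0521 to 1.37 ± 0.277 CPM in LSK (2.67) and from 0.340 ± 0.0493 to 16.4 ± 1.501 CPM in GMP (5.58). WT libraries had only 5 to 17 counts there. On chromosome 14, the region from 67760283 to 67761009, in an intron and nearest to the start site of Gnrh1, fell from 21.7 ± 2.18 to 0.791 ± 0.148 CPM in LSK (-4.76) and from 21.4 ± 1.52 to 4.03 ± 0.430 CPM in GMP (-2.40). An intronic region on chromosome 17 from 87795790 to 87796816, near Kcnk12, fell from 33.1 ± 1.15 to 3.64 ± 0.694 CPM in LSK (-3.19) and from 33.7 ± 5.23 to 1.27 ± 0.242 CPM in GMP (-4.71). The largest adjusted p of these 5 regions was 6.28e-07.

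Of 10 genes that the study's text discusses, 9 had a region within 5 kb of a start site, and Csf2ra had none. The study had chosen these genes from other assays. In LSK 7 of the 9 regions had an adjusted p under 0.05 over all regions and 7 adjusted over the list alone, and in GMP 8 and 9. Only the intronic region at Ly86 (chromosome 13, 37347851 to 37348522) also passed the fold threshold, at -1.88 in LSK (SE 0.20, adjusted p = 8.62e-07) and -1.73 in GMP (SE 0.20, adjusted p = 2.46e-06, edgeR's quasi-likelihood test with BH). It fell from 16.1 ± 0.989 to 4.37 ± 0.1803 CPM in LSK and from 15.3 ± 4.04 to 4.57 ± 1.11 CPM in GMP. At Csf1r (chromosome 18, 61108145 to 61109172, intron) the log2 fold changes were -0.36 and -0.42. At the Flt3 promoter (chromosome 5, 147399911 to 147400748) they were -0.13 in LSK (adjusted p = 0.331) and -0.42 in GMP (adjusted p = 0.00547, edgeR), and the difference between the cell types was not past the threshold (interaction -0.29, adjusted p = 0.261, edgeR). The value in LSK passed without WT-LSK replicate 3 (-0.30, adjusted p = 0.0446) and with 5 of the alternatives, the lowest of them -0.67 with GC content offsets (adjusted p = 1.89e-05, edgeR). The region listed for Fbxl8 (chromosome 8, 105259544 to 105260336), at -0.51 and -0.75, lies in a coding exon and is nearest to Tradd, so its link to Fbxl8 is uncertain.

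Regions at the promoters of Acss2, Bcl2, Plekha5, Rab37 and Vmp1 had log2 fold changes between 0.15 and 0.63, and their direction depended on the scaling. With GC content offsets the sign turned negative at Acss2, Bcl2, Plekha5 and Vmp1 in both cell types and at Rab37 in LSK, for example to -0.31 at Plekha5 and -0.14 at Bcl2 in LSK. Of these negative values, the adjusted p was under 0.05 at Plekha5 in LSK (0.00110), Bcl2 in GMP (0.00224) and Acss2 in LSK (0.0491, edgeR), and over it in the others. With loess offsets it turned negative at Acss2 in LSK (-0.067) and at Bcl2 in GMP (-0.081), and with TMM on promoter regions at Bcl2 in GMP (-0.0087). At Acss2 in LSK the adjusted p of 0.0385 (edgeR's quasi-likelihood test with BH) was over 0.05 in 10 of the 12 fits that left out 1 library. The adjusted p at Plekha5 in LSK was also over 0.05 without WT-LSK replicate 2 (0.0657) or 3 (0.0653, edgeR), where the log2 fold change was 0.21 each. That at Vmp1 in GMP was over 0.05 without WT-GMP replicate 3 (log2 fold change 0.23, adjusted p = 0.0817) or URE-GMP replicate 2 (0.27, adjusted p = 0.0942, edgeR).

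The study had grouped genes into signatures by single-cell expression, with signatures 1 and 2 lower and signatures 3 and 4 higher in URE cells. Regions near these genes were tested for a shared shift with camera. Signature 1 regions (858) had a mean difference of -0.25 in LSK (adjusted p = 0.0202) and -0.42 in GMP (adjusted p = 4.48e-05, camera). For the 1663 regions of signature 2 it was -0.44 (adjusted p = 4.47e-04) and -0.35 (adjusted p = 0.00150, camera). Signature 3 regions (1114) had 0.36 (adjusted p = 0.00189) and 0.23 (adjusted p = 0.0210, camera), and the latter was 0.20 (adjusted p = 0.0550) without WT-GMP replicate 2. Signature 4 regions (2084) had 0.31 (adjusted p = 0.0202) and 0.52 (adjusted p = 1.60e-06, camera). In every one of the 8 tests, all 3 URE libraries lay beyond all 3 WT libraries. All 8 sets also passed with fry, which does not compare a set with its background. None of the calls held with an estimated correlation, under which the lowest adjusted p was 0.421. With a window of 50 kb only signature 4 in GMP stayed past the threshold (0.39, adjusted p = 0.0128). That window also brought the largest change of a mean difference, to -0.23 for signature 2 in LSK (adjusted p = 0.208, camera), where adjusted p over the alternatives ran from 5.75e-06 to 0.421.

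The motif question was whether regions with a PU.1 site changed more than regions with sites of other factors. The 12706 regions with the PU.1 motif had a mean difference of -1.27 in LSK (adjusted p = 2.40e-15) and -0.95 in GMP (adjusted p = 3.29e-11, camera). Their median log2 fold changes were -1.13 and -0.91, against 0.19 and 0.12 in the other regions. The calls for PU.1 held with an estimated correlation (adjusted p = 0.0413 in both cell types, the highest over the alternatives), and PU.1 regions also passed with fry. The other motifs had positive mean differences, but their background held the PU.1 regions, so these values alone do not show a gain. Their medians differed less from those of the other regions. In LSK they were 0.22 against 0.13 for ETS, 0.27 against 0.11 for RUNX, 0.19 against 0.12 for CEBP and 0.21 against 0.13 for CTCF. In GMP, in this order, they were 0.21 against 0.047, 0.14 against 0.038, 0.23 against 0.0038 and 0.22 against 0.040. The mean difference of regions with the ETS motif (2277) was 0.38 (adjusted p = 0.00138) and 0.30 (adjusted p = 0.00178, camera), but with loess offsets 0.010 and -0.037. RUNX regions (21013) had 0.43 in LSK (adjusted p = 0.0273) and 0.25 in GMP (adjusted p = 0.216, camera), and the latter was 0.32 (adjusted p = 0.0455) with GC content offsets, in a range from 0.0413 to 0.517 over the alternatives. CEBP regions (24826) had 0.23 in LSK (adjusted p = 0.385; 0.15 without URE-LSK replicate 3) and 0.44 in GMP (adjusted p = 0.00655, camera). The interaction for CEBP regions was 0.21 (adjusted p = 0.0610) and that for RUNX regions -0.18 (adjusted p = 0.174, camera), so neither was shown to differ between the cell types. The one for CEBP passed when any of 4 libraries was left out, for example at 0.30 without URE-LSK replicate 3 (adjusted p = 0.0132, camera), and fell to 0.13 without WT-GMP replicate 3 (adjusted p = 0.258, camera). CTCF regions (5001), a comparison set, had 0.49 (adjusted p = 0.00374) and 0.38 (adjusted p = 0.00567, camera). In all 10 motif tests all 3 URE libraries lay beyond all 3 WT libraries. All 8 of the called motif tests also passed with fry, which does not compare a set with its background. Only the 2 calls for PU.1 held with an estimated correlation.

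**Figure D4:**
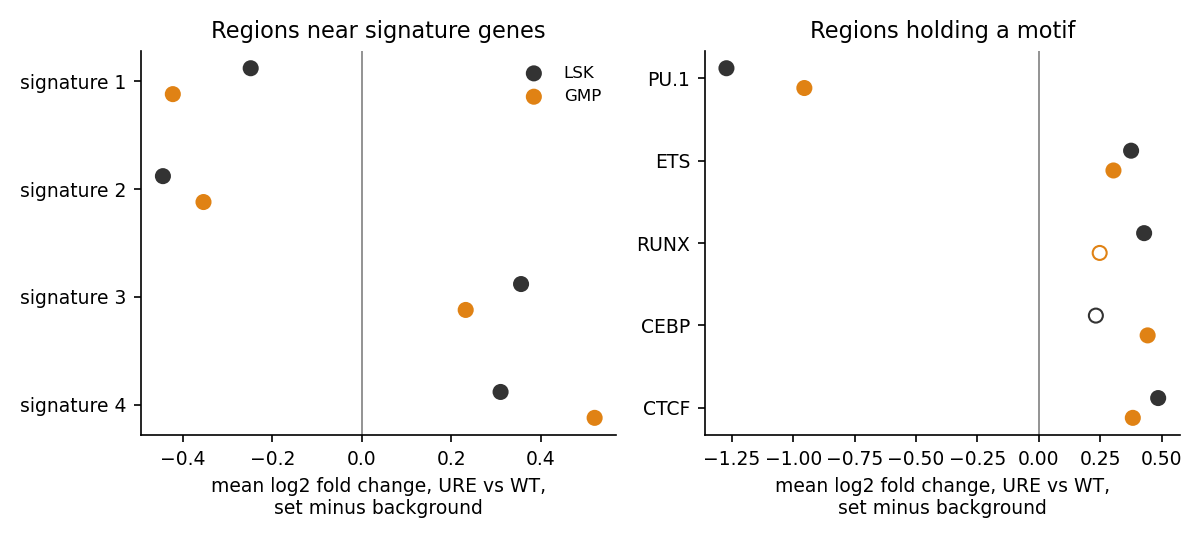
Mean log2 fold change (URE against WT) of regions near signature genes (left) and of regions holding a motif (right), minus that of the background, in LSK (dark) and GMP (orange). Filled points had an adjusted p under 0.05 with camera, the PU.1 motif lay lowest at -1.27 and -0.95, and with loess offsets the ETS value in GMP was -0.037.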

Values the study reported

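The study reported a merged set of 121,336 accessible sites. With DESeq2 it found 42,630 sites differing by genotype in LSKs and 45,790 in GMPs, which it gave as 35–37% of the sites. Sites that lost accessibility in the mutant cells outnumbered those that gained it by a factor of 2 to 3 in either cell type.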

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

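The tests in this part were chosen after the results were seen, except for the count of other splits. Each result here stood out because the genotype effect differed between LSK and GMP by a test of that difference itself.

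The interaction was called in 16975 regions. If library depth were the cause, few calls should remain at equal totals, but 14467 regions were still called with libraries thinned to the smallest total. GC content as the whole cause is opposed by 16965 calls with GC content offsets, and a trend with abundance by 17038 calls with loess offsets. With Y chromosome signal per cell type as a covariate, 13680 regions were called, which argues against an effect of sex that differs between the cell types as the whole cause. Of the 200 joint splits of the 12 libraries that keep the cell types, 40 were drawn, the true one included, and 3 of the 40 gave as many calls, so the number alone is not rare among splits. The other 2 of these, with 24269 and 21242 calls, kept the true genotype labels in LSK and mixed them in GMP, which leaves the LSK effect as an apparent interaction. Where the labels were mixed in both cell types, no split gave more than 47 calls. Which explanation holds stays open: the effect of the deletion may depend on the cell type, or the mix of cells within the sorted gates could change more in one of them, and the latter was not tested.

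Among the regions named in the report, 5 had an interaction past the threshold. On chromosome 15 the gain from 88815110 to 88815816 was smaller in GMP (interaction log2 fold change -2.29), and on chromosome 14 the loss from 67760283 to 67761009 was smaller in GMP (2.36). On chromosome 6 the gain from 93327749 to 93328457 was larger in GMP (2.92), and on chromosome 17 the loss from 87795790 to 87796816 was larger in GMP (-1.52). At the Spi1 promoter, from 91096454 to 91097341 on chromosome 2, the loss in LSK was mostly absent in GMP (2.13). After thinning to equal depth, with GC content offsets and with loess offsets, 5 of the 5 regions stayed past the threshold, and their adjusted p (edgeR's quasi-likelihood test or DESeq2, with BH) was at most 0.00362 over these alternatives, the others tried except glmTreat and the 12 fits that each left out 1 library. With glmTreat, which tests against the fold threshold itself, it was at most 0.0190 in 4 of the regions, but 0.104 in the region on chromosome 17, which was then no longer past the threshold. Depth, GC content and an abundance trend are therefore opposed as the whole cause. Sorted cells of differing composition and a biological difference between the cell types were not told apart by any test here. The Spi1 region is compatible with an enhancer on which LSK depend more than GMP, which stays a hypothesis. The study proposes from single-cell RNA-seq that early precursors relied most on this enhancer for Spi1 expression. The other regions were each picked for a small p in a genotype contrast. That rule favours a larger change in the cell type of that contrast, so their directions cannot weigh for or against the hypothesis.

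Of the region sets, 3 differed between the cell types by camera. Signature 1 regions had an interaction of -0.17 (adjusted p = 0.0137), signature 4 regions one of 0.21 (adjusted p = 0.00416) and PU.1 motif regions one of 0.32 (adjusted p = 0.00589). The genotype shift of signature 1 and 4 regions was thus larger in GMP, and that of PU.1 regions was larger in LSK. Thinning, GC content offsets and loess offsets left them at -0.17, 0.21 and 0.31 at the values closest to 0, which argues against depth, GC content and an abundance trend. For signature 1 regions the call was lost when either of 2 libraries was left out: without URE-LSK replicate 2 the interaction was -0.15 (adjusted p = 0.0524), and without URE-GMP replicate 3 it was -0.15 (adjusted p = 0.0681). A larger loss at PU.1 sites in LSK could follow from a larger loss of PU.1 there. By single-cell RNA-seq, the study reported its largest fall of Spi1 in the cluster of stem and early progenitor cells. PU.1 levels were not used here and the preset correlation of camera is small, so this stays a hypothesis.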

How the results depend on the processing

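Counts of calls changed most with the thresholds. With a mean CPM of at least 2, which left 78097 of the regions, calls numbered 21489 for URE against WT in LSK, 21987 in GMP, 21977 for GMP against LSK in WT, 31509 in URE, 10821 for the interaction and 14651 for regions shared by the cell types. This loss exceeded the loss of regions, since weak regions were called more often. Without a fold change threshold, which by construction can only add calls, they were 68896 in LSK, 73837 in GMP, 71397 for GMP against LSK in WT and 50261 shared. The stricter glmTreat gave 28352 for GMP against LSK in WT, 3703 for the interaction and 20577 shared, and an adjusted p under 0.01 gave 8524 for the interaction. The other totals of calls, under every alternative, stayed within 1.5 times the values of the report. Counts per direction moved further in places: with loess offsets 25764 regions were higher in LSK, and with glmTreat 8650 in LSK and 11458 in GMP. No filter changed nothing, because the filter used removes no region, and so says nothing about stability. Scaling moved the median log2 fold change of all regions, from 0.14 in LSK to values between -0.04 (GC content offsets) and 0.24 (loess offsets), and from 0.06 in GMP to values between -0.10 (TMM on promoter regions) and 0.16 (loess offsets).

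Across the 12 fits that each left out 1 library, calls ran from 42947 to 46659 in LSK, 46879 to 49052 in GMP, 43645 to 50623 for GMP against LSK in WT, 57048 to 61000 in URE, 12478 to 18345 for the interaction and 30698 to 33659 shared, and in the window of the deleted element they stayed at 5 in LSK and 4 in GMP. The lowest number for the interaction came without URE-LSK replicate 1.

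For signature regions, the estimated correlation left the mean differences as they were (-0.25, -0.44, 0.36 and 0.31 for signatures 1 to 4 in LSK, -0.42, -0.35, 0.23 and 0.52 in GMP) but put all 8 over the threshold, with adjusted p from 0.421 to 0.481, since it allows for correlation within a set. A window of 50 kb took 7 of 8 over it, at -0.16, -0.23, 0.20 and 0.23 in LSK and -0.25, -0.16 and 0.19 for signatures 1 to 3 in GMP. Loess offsets did so for signature 4 in LSK (0.23) and signature 3 in GMP (0.14, each with adjusted p = 0.0917 by camera), and a background of all regions for signature 1 in LSK (-0.14). The cause was not tested for the window, the offsets and the background. Over the alternatives, adjusted p ran up to 0.481 for signature 1 in LSK and up to 0.421 for the other 7. No signature test reversed. Leaving out 1 library kept all but 1 of the calls: signature 3 in GMP ran from 0.20 (without WT-GMP replicate 2, adjusted p = 0.0550, camera) to 0.26.

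For motif regions, PU.1 in both cell types kept its direction and its side of the threshold under all alternatives, from -1.38 to -1.15 in LSK and from -1.06 to -0.90 in GMP. Under the estimated correlation 6 other calls were lost: ETS (0.38 and 0.30), RUNX in LSK (0.43), CEBP in GMP (0.44) and CTCF (0.49 and 0.38). Loess offsets brought ETS to 0.010 in LSK and reversed it to -0.037 in GMP, and took RUNX in LSK (0.37) and CEBP in GMP (0.37) over the threshold. GC content offsets took ETS over it (0.15 in LSK, 0.090 in GMP) and brought RUNX in GMP under it (0.32). Only regions over 5 kb from a start site gave 0.20 and 0.18 for ETS, no longer past the threshold, with fewer regions tested. The cause was not tested for the offsets. Leaving out 1 library changed none of the motif calls, but it brought CEBP in LSK to 0.15 (without URE-LSK replicate 3).

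The replicate number was used as a block although only GMP against LSK in WT met the criterion for pairing over all regions. In that contrast the block gave 46006 calls. Correlations of same-numbered libraries in the other contrasts were 0.102, 0.0625 and -0.0616 for the genotypes in LSK, 0.0997, 0.205 and 0.349 in GMP, and 0.0616, 0.273 and 0.113 for the cell types in URE. Over the regions above the median abundance they were 0.181, 0.0636 and -0.106, then 0.119, 0.165 and 0.450, then 0.126, 0.403 and 0.192, so the latter 2 contrasts were over 0.1 in every pair there. Y chromosome signal also matched by number between LSK and GMP, in URE as in WT, so whether these libraries pair stays open. In the other contrasts the block gave 45942 calls in LSK, 48370 in GMP, 59666 for GMP against LSK in URE, 18807 for the interaction and 33314 shared, with 5 and 4 in the window of the deleted element. Among the named regions it brought the adjusted p under 0.05 at the Spi1 promoter in GMP (-0.53, adjusted p = 0.0291, edgeR's quasi-likelihood test with BH), and changed no other in this way. The replicate block with GC content offsets gave 47183, 49134, 46029, 59496 and 18690 calls in the order of the 5 contrasts, ETS 0.15 and 0.091 (both over the threshold) and RUNX in GMP 0.33 (under it), as without the block. A block per mouse, added after seeing the data, gave 46108 and 59671 for the cell types in WT and URE and 20170 for the interaction, in which differences shared by a mouse's libraries cancel with or without the block.

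Among named regions, signs reversed only where the change was small, though some of the reversed values had an adjusted p under 0.05. With GC content offsets, the log2 fold change was -0.11 in the window region from 91084159 to 91084378 in GMP, -0.23 in LSK and -0.059 in GMP at Acss2, -0.14 and -0.27 at Bcl2, -0.31 and -0.13 at Plekha5, -0.035 in LSK at Rab37, and -0.11 and -0.018 at Vmp1. With the replicate block and GC content offsets together these were -0.054, -0.23 and -0.051, -0.14 and -0.27, -0.31 and -0.13, -0.034, and -0.11 and -0.014. Loess offsets reversed Acss2 in LSK (-0.067) and Bcl2 in GMP (-0.081), and TMM on promoter regions reversed Bcl2 in GMP (-0.0087). The cause was not tested. The window region in GMP ran from -0.088 (without WT-GMP replicate 2) to 0.65 (without WT-GMP replicate 1) when 1 library was left out. Over the other alternatives 30 further values changed their side of the threshold, 15 weaker and 15 stronger.

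Depth limits the regions with the fewest counts. In URE libraries of the deleted element, counts of 0 to 3 give only lower bounds, and a signal under 0.0731 CPM in URE-LSK or 0.0631 CPM in URE-GMP, the means that 3 counts allow, was not detectable. In the region from 91082790 to 91083700, URE-LSK replicate 1 had 6 counts, so a fitted fold change is given for LSK. The URE-LSK mean of 0.0618 CPM was still under that limit, so the size of this fold change is uncertain. With 3 libraries per group no permutation of the groups can give p under 0.1.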

Other observations

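The tests in this part were chosen after the results were seen, except for the counts of splits of the 4 contrasts between groups, of the shared calls and of the number of set tests called, and the tests on the normal step and on X regions.

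In each of the 4 contrasts between groups, 1 of the 10 splits of the 6 libraries, the true one, gave as many calls. Of the 36 other splits, 1 gave any call, with 26 regions, and 4 of the 10 splits of each contrast part all 3 pairs of equal number. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart from the groups by this count alone. For the regions called in both cell types in the same direction, 1 of 40 joint splits, the true one, gave as many, and the others gave 0.

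Sets were less specific. All 8 signature tests passed the threshold in 1 of the 40 joint splits, but the other splits still gave 3 to 7 calls. As many as 8 motif tests passed in 3 of 40, and the others had at least 3. Wrong labels still part the genotypes 2 to 1, so some true difference remains in these splits, and camera at its preset correlation may also call too many sets. By the mean difference over both cell types, 1 of 40 splits, the true one, was as large for each of signatures 1, 2, 3 and 4 and of the PU.1, ETS, RUNX, CEBP and CTCF motifs. For PU.1 it was 1.11 in size against at most 0.77 in other splits, and for signature 1 it was 0.34 against 0.26. The adjusted p values of camera for these sets are better read as a ranking than as error rates.

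More called regions were lower than higher in URE, 63.8% in LSK and 60.6% in GMP. Depth is opposed as the cause by shares of 64.6% and 60.7% with libraries thinned to the smallest total, and GC content by 61.2% and 59.2% with GC content offsets. Sex of the mice is opposed by 64.1% and 60.4% with Y chromosome signal as a covariate. The lowest share over the 3 other scalings with 1 factor per library was 61.8% in LSK and 58.5% in GMP. ATAC counts without an external standard give shares of a library and not absolute amounts, so a change of all regions at once could not be seen.

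A trend with abundance was present. From the weakest to the strongest decile of abundance, the median log2 fold change went from -0.70 to 0.25 in LSK and from -0.81 to 0.21 in GMP. Among the regions over the median abundance, where the medians of 0.19 and 0.13 would favour higher calls, 62.2% and 60.1% of the calls were lower, which opposes the trend as the whole cause there. In the strongest decile the shares were 54.5% in LSK and 43.3% in GMP, so the excess was absent in that decile of GMP with TMM. With loess offsets the shares in that decile were 76.1% and 66.8%, so this absence depended on the scaling. Among the regions at or under the median abundance, 64.3% and 60.8% of the calls were lower and the median log2 fold changes were -0.12 and -0.22. There a trend and a loss of accessibility cannot be told apart, since both would lower the median. Loess offsets gave 47.3% and 45.4% over all regions, but they centre the changes at each abundance and so fix part of the outcome.

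The ratio of lower to higher calls was 1.76 in LSK and 1.54 in GMP, and 1.60 and 1.41 with DESeq2, under the range quoted from the study above. It depended on the setting. In LSK it was within that range with library size only (2.17), TMM on promoter regions (2.38), only the 2 groups compared (2.08) and glmTreat (2.63), and without WT-LSK replicate 1 (2.07) or 2 (2.04). In GMP it stayed under it in all alternatives, at most 1.98 with TMM on promoter regions. Without a fold change threshold the calls were near balance, with ratios of 1.04 in LSK (50.9% lower) and 1.05 in GMP (51.3% lower), and with loess offsets the ratios were 0.90 and 0.83. The excess of lower regions thus lay among the larger changes.

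Loss at PU.1 motif regions was tested against technical trends. The mean difference in LSK and GMP was -1.27 and -0.96 with loess offsets, -1.23 and -0.92 with GC content offsets, -1.27 and -0.96 with libraries thinned to the smallest total, and -1.38 and -1.06 among regions over 5 kb from a start site, so an abundance trend, GC content, depth and the position far from promoters are each opposed as the whole cause. It was below 0 in all 10 deciles of abundance, from -2.47 in the weakest to -0.16 in the strongest in LSK, and from -2.14 to -0.14 in GMP. A candidate explanation is that many of these regions depend on PU.1 itself, a hypothesis that was found and tested on the same data. From published binding data, the study reported that open regions bound by this factor lost accessibility far more often than they gained it. A changed mix of cells within the sorted gates could also lower motif regions, and this was not tested. Among progenitors of the mutant mice, the study found fewer of the monocyte and more of the neutrophil lineage by single-cell RNA-seq. Motif matches are not binding, and the region on chromosome 6 from 49282041 to 49282546 gained signal although it holds the motif.

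A segment of foreign strain origin around the deleted element might add differences near it. The share of called regions within 5 Mb (439 regions) was 37.4% in LSK against 37.5% over the genome, and 38.3% against 39.7% in GMP. The larger excess was -0.17 percentage points, which argues against such a segment as a source of the calls.

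Counts in Y chromosome regions fell into 6 libraries with at least 653 counts and 6 with at most 9. The former were replicate 1 of both WT groups and replicates 1 and 3 of both URE groups, so 1 of 3 numbers in WT and 2 of 3 in URE had Y signal, the same in LSK and GMP. The labels give no sex. Of 2374 X regions, 1001 were called between genotypes in either cell type and 995 with Y chromosome signal as a covariate, so a difference in sex is unlikely to be the source of these calls.

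Whether URE cells gain or lose part of the normal LSK to GMP step was tested across regions, which are not independent replicates, with the genotype effect and the step taken from separate WT libraries. The correlation farthest from 0 over 3 rotations of the libraries was -0.074 in LSK, which opposes a shift along the step as a whole there. In GMP it was 0.23, in the rotation with WT-GMP replicate 3 in the genotype effect, and the other rotations gave -0.021 and -0.0075. On the first principal component WT-GMP replicate 3 lay at -7.11, against 49.6 and 46.6 in WT-GMP replicates 1 and 2. That is toward WT-LSK, which lay at -156 to -163, so the value of 0.23 may rest on this library. The criterion set for a shift, over 0.1 with one sign in all rotations, was not met in GMP, but the rotations differ too much to exclude one, so it stays open.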
